# Differential gene transcription across the life cycle in *Daphnia magna* using a new all genome custom-made microarray

**DOI:** 10.1186/s12864-018-4725-7

**Published:** 2018-05-18

**Authors:** Bruno Campos, Danielle Fletcher, Benjamín Piña, Romà Tauler, Carlos Barata

**Keywords:** Transcription, Microarray, Development, Daphnia, Ecotoxicogenomics, Moult, Functional annotation

## Abstract

**Background:**

Unravelling the link between genes and environment across the life cycle is a challenging goal that requires model organisms with well-characterized life-cycles, ecological interactions in nature, tractability in the laboratory, and available genomic tools. Very few well-studied invertebrate model species meet these requirements, being the waterflea *Daphnia magna* one of them. Here we report a full genome transcription profiling of *D. magna* during its life-cycle. The study was performed using a new microarray platform designed from the complete set of gene models representing the whole transcribed genome of *D. magna.*

**Results:**

Up to 93% of the existing 41,317 *D. magna* gene models showed differential transcription patterns across the developmental stages of *D. magna*, 59% of which were functionally annotated. Embryos showed the highest number of unique transcribed genes, mainly related to DNA, RNA, and ribosome biogenesis, likely related to cellular proliferation and morphogenesis of the several body organs. Adult females showed an enrichment of transcripts for genes involved in reproductive processes. These female-specific transcripts were essentially absent in males, whose transcriptome was enriched in specific genes of male sexual differentiation genes, like *doublesex*.

**Conclusion:**

Our results define major characteristics of transcriptional programs involved in the life-cycle, differentiate males and females, and show that large scale gene-transcription data collected in whole animals can be used to identify genes involved in specific biological and biochemical processes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4725-7) contains supplementary material, which is available to authorized users.

## Background

Unravelling the link between genes and environment across a life-cycle is a challenging goal. The full exploration of this link requires model organisms with well-characterized ecological interactions in nature, tractability in the laboratory and available genomic tools [1]. In *Drosophila*, the vast majority of genes are transcribed during the first embryonic stages due to the contribution of both maternally-inherited and zygote-produced mRNAs, while adult females and males display specific transcribed genes, consistent with the known transcriptional profiles of ovaries and testis [2, 3]. Embryogenesis in the worm *Caenorhabditis elegans* elicits major transcriptional changes, particularly during the early and late stages, with a significant lower number of gene expression changes in mid-embryogenesis [4]. Males of *C. elegans* show a large number of highly expressed, male-specific genes, most of which being undetectable in any hermaphrodite stage [4]. Similar transcription gene patterns during embryogenesis and adult stages have been reported for many other species of sponges and insects [5, 6]. In the above mentioned species, the observed high transcription of genes during embryogenesis are associated with morphogenesis, differentiation, and development, and larval or adult stages show different clusters of gene transcription often related with particular tissues and organs.

The waterflea *Daphnia magna* Strauss is a very useful species for both environmental and basic biology studies [7, 8]. *D. magna* can be found in freshwater ecosystems all around the world, playing a relevant ecological role in the food web, both as a primary consumer and as a food source for predators, both vertebrates and invertebrates [9]. *D. magna* can be maintained in the lab as genetically uniform clonal lines through asexual parthenogenic reproduction, hereby reducing genetic variability and enabling the parallel analysis of functional and fitness changes in the same genotype in multiple environmental conditions [10]. *D. magna* and its close relative *D. pulex* are widely used as indicators of environmental quality [11], as models in evolutionary biology, and in the study of adaptive responses to environmental changes [12–16].

Daphnids genomes have recently received much attention from the scientific community, with the publication of two full genomes (*D. pulex* and *D. magna)* and two more species having their genomes partially sequenced [1, 17–20]. The specific function of many genes, however, even in well studied organisms, is incomplete. It is not unusual to find a third of the genes in any genome to lack functional annotation [21, 22]. This lack of functional annotation is higher in newly sequenced organisms that often contain lineage-specific genes lacking homology with other assembled genomes [22, 23]. This is the case for *D. magna* and its close relative *D. pulex*, [1, 20, 23, 24]. In *D. pulex*, one third of its genome comprises lineage-specific genes that lack orthologs in other eukaryote genomes and thus lack any functional annotation [20], and the situation is probably similar for the *D. magna* genome [17]. Transcriptomic studies in *D. magna* and related species have been up to now mostly conducted to evaluate the response of genes to environmental factors with few attempts to address transcriptomic changes across life-cycle stages [1, 25–34]. This means that little is known about the role of genes during its development, reproduction, and across sexes, which may compromise ecological and ecotoxicological interpretations.

*D. magna* has a well-known development and life-cycle stages, which combine parthenogenetic and sexual reproduction [35]. Parthenogenetic reproductive females allocate freshly formed eggs into the brood pouch every 3-4 days at 20 °C, under optimal food conditions [10]. Freshly released eggs develop independently of the mother across 12 visually recognizable embryonic stages into free swimming juveniles [36] that are released by the mother just before it moults and allocates a new clutch of eggs into its brood pouch [10]. Juveniles, which are morphologically similar to adults, moult four or more times, depending on food conditions, before closing the circle by allocating the first clutch of eggs into their brood pouch [10]. In the ovary of a *D. magna* reproductive female co-exist clusters of pre and vitellogenic oocytes [35], the latter being provisioned with yolk during the intermoult interval to form the new clutch of eggs at the end of it, whereas the former will mature and became vitellogenic in the next reproductive cycle. Upon adverse conditions, *D. magna* females produce males whose haploid sperm can fecundate haploid oocytes to form an ephippia containing two sexually produced eggs, a process that can be triggered independently from environmental conditions by exposure to the crustacean juvenile hormone methyl farnesoate [35, 37]. Ephippia eggs can survive for decades in water bodies’ sediments and develop into free-swimming female juveniles when conditions are favourable. Thus *D. magna* is also an excellent model to study large-scale gene transcription across development, reproduction and sexes to provide global relationships between transcription and life-cycle stages.

Novel developments of bioinformatic tools [38] and of DNA/RNA-seq technologies have allowed the publication of the *Daphnia pulex* full genome [20] and more recently of the full *D. magna* transcriptome [1]. Information reported by Orsini et al. [1] of approximately 42,000 gene validated models, including splicing forms, was used in this present study to design a new microarray, representing the full gene set of the *D. magna* transcriptome coupled with most up-to-date functional information. The new microarray platform was then used to study gene transcription patterns for the full transcriptome of *D. magna* across early and late embryonic stages, juveniles, reproductive females and males (Fig. 1).

**Fig. 1:**
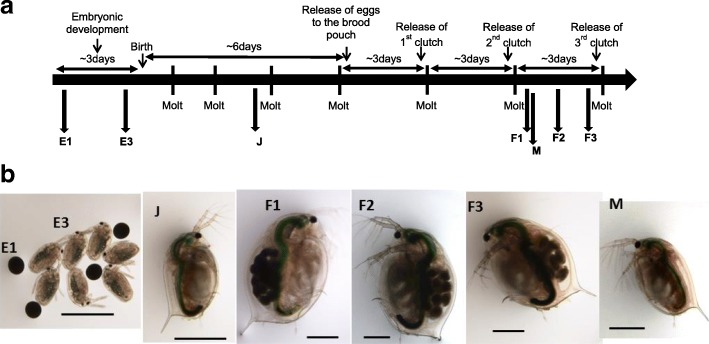
Diagram representing the experimental design. **a** Seven life- stages were selected: embryos < 12 h after oviposition (Eggs 1, E1; corresponding to eggs of stage 1 following [1]), embryos within the last 12 h to be release as free swimming first instar juveniles (Eggs 3, E3; corresponding to embryos of stage 12 according to [1]); juvenile stage (J, animals of 4 days old), females F1, F2, F3 representing third brood females at the beginning, middle and end of their intermoult cycle, respectively. The final stage includes a reproductively active male (M) with 14 days. **b** images of the studied developmental stages, bars in each image are 1 mm. Further details about the description of life-stages are in methods section

## Results

### Microarray performance

The probe design was checked for specificity performing a complete probe match analysis against the *D. magna* original gene models. Using exact match criteria 3616 probes match to two or more transcripts. If allowing for 1-3 mismatches (5% divergence) 5371 of the probes matched to two or more transcripts.

The microarray ability of representing real changes in transcription was checked performing qPCR on four relevant genes from three different pathways (Krebs cycle, tryptophan metabolism and ecdysteroid pathways). The results between the two technological platforms were highly correlated (Pearson correlation > 0.73, *P* < 0.01, *N* = 20, Additional file 1: Figure S1).

### Differentially transcribed genes

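RNA from 7 life stages of the water flea *D. magna* was hybridised to single-colour Agilent arrays, which give 1 fluorescence signal for each printed spot. E1 and E3 were early and late embryos, J were juveniles, F1, F2 and F3 were adult females at the beginning, in the middle and at the end of an intermoult cycle, and M were adult males. E1 embryos were at most 8 h old according to the paper's methods and under 12 h old according to its Fig. 1 and the sample labels, and E3 embryos were 60 h old according to the labels. Juveniles were 4 days old. Females were 15, 16 and 18 days old in the labels for F1, F2 and F3, and the paper places F2 at 36 h after the release of a new clutch. Males were 14 days old in the paper and 16 days old in the labels. The analysis covered 20 arrays, 3 for each of 6 stages and 2 for males. The paper's methods state 3 replicates. The authors' own normalized log2 values were reproduced from these 20 arrays, with a correlation of at least 0.999. These values thus give no sign of another male array. The arrays lay on 5 slides of 4 arrays, which were scanned on 3 dates. Slide 1, scanned first, held 1 array each of E1, E3, F1 and M.
The authors deposited the scanner output of each array, in which Feature Extraction 10.5.1.1 had already corrected each spot for its background. From there, log2 of the processed signal was taken, spots marked as outliers by the scanner software were left out, spots of the same probe were averaged and the arrays were quantile normalized, the normalization that the paper's methods name. Background was taken for each array as the percentile 95 of the random probes, and a probe was counted as expressed when it exceeded this value in every array of at least 1 stage. The rule over replicates is a choice made here, since the paper's text gives none. Stages were compared with limma in 1 fit of all 20 arrays. The number of arrays limits the precision of every comparison.
The share of the gene-model probes above background measures how much each array detected. It ranged from 25.4 to 42.9% in E1 (median 34.7%), from 27.7 to 40.0% in E3 (median 38.4%) and from 43.5 to 45.9% in J (median 45.7%). In females it ranged from 30.0 to 40.1% in F1 (median 37.3%), from 39.1 to 39.8% in F2 (median 39.2%) and from 40.3 to 42.0% in F3 (median 41.3%), and the male arrays had 27.5 and 46.9%. The lowest array of E1, E3, F1 and M was in each case the one on slide 1. The lowest processed signal on the 4 arrays of slide 1 lay between 22.3 and 67.8, compared with 3.46 to 5.74 on the 16 arrays of slides 2 to 5. Between 0 and 17 spots per array were saturated.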

About 109,640 probes showed fluorescence values above the background. These probes belonged to 38,449 unique genes out of the 41,317 *D. magna* genes present in the microarray design (see Additional file 2 for further information regarding the non-expressed genes). 

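Signals of 76182 probes, which belonged to 28448 of the 41316 gene models with probes on the array (68.9%), were above background in every array of at least 1 stage. The count depended on how replicates were treated. When 1 array of any stage was enough, 108931 probes of 37744 genes passed, which was 91.4% of the gene models. When all arrays of all stages had to pass, 24104 probes of 10533 genes did.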

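Correlations between arrays were computed across the expressed probes, which are not independent replicates, after the median of each probe over all arrays had been subtracted. The mean Pearson r of the 19 pairs of arrays from the same stage was 0.764, whereas that of the 171 pairs from different stages was -0.0644. In 100000 permutations of the stage labels the mean within stages never exceeded 0.442 (one-sided permutation test, p = 1e-05, the smallest value that this number of permutations can give). For 19 of the 20 arrays the most correlated array was of the same stage. The exception was the second male array, whose r was 0.477 with the first male array and 0.492 with the third E3 array. In the tree from average linkage the arrays of all 7 stages formed 1 cluster each, and with the filters and arrays varied the number stayed at 6 or 7 stages.
Replicates were closest in J, with r between 0.847 and 0.881, and in F2, with r between 0.829 and 0.876. The ranges were wider in E1 (0.717 to 0.907), E3 (0.664 to 0.881), F1 (0.540 to 0.841) and F3 (0.630 to 0.892). In E1, E3 and F1 the array on slide 1 was the least correlated with its stage, with mean r of 0.724, 0.705 and 0.574. A low value was not limited to slide 1, since the first F3 array, on slide 3, had a mean r of 0.674.

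**Figure D1:**
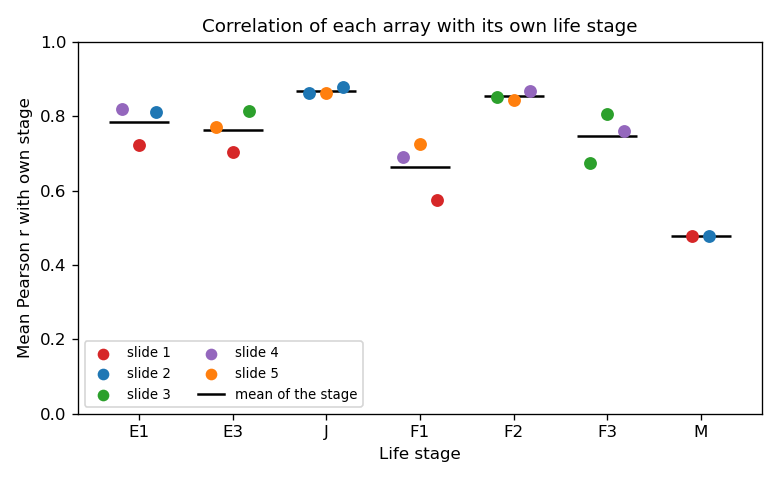
Mean Pearson r of each of the 20 arrays (points, coloured by slide) with the other arrays of its life stage, across 76182 expressed probes. Horizontal lines are the means of the stages; arrays on slide 1 sit lowest in E1, E3 and F1, and both male arrays sit at 0.477.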

Hierarchical clustering of fluorescence values for the 109,640 probes in all samples showed a good grouping of biological replicates (Fig. 2), a sign for good quality of the design. The analysis defined three main clusters: Cluster 1 composed by F2, F3 samples; Cluster 2 grouping E3, M, F 1 and J stages; and Cluster 3 including only E 1 samples.

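Divided into 3 clusters, the tree of the 20 arrays held the E1 arrays in the first, the E3, M, J and F1 arrays in the second, and the F2 and F3 arrays in the third. Within the second cluster, E3 joined M at a mean r of 0.310 and F1 joined J at 0.299. F2 joined F3 at 0.261. The joins above these were weak. The E3 and M arrays joined the F1 and J arrays at -0.0255, and E1 joined F2 and F3 at -0.0324, so the order of the upper branches rests on a difference smaller than the spread within any stage with 3 arrays. Divided into 4 clusters, E3 with M and F1 with J were separate.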

**Fig. 2:**
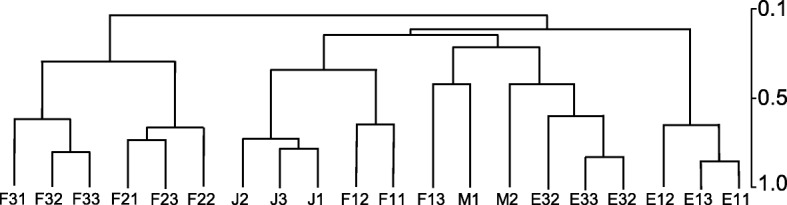
Pearson hierarchical clustering of the studied samples. E1, E3, J, F1, F2, F3 and M refer, respectively, to eggs 1,3, juveniles, females 1,2,3 and males. Second numeral (i.e. E11, E12, E13) refer to replicate 1,2 and 3, respectively

The total number of differentially transcribed genes (DEG) can also be an important measure of how active the cells of an organism are during a particular life stage. The number of probes (DEP), and the unique genes these represent, differentially transcribed across life-stages was quite variable (Fig. 3 and Additional file 1: Tables S1 and S2). 

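The number of probes that differed between 2 stages, with a Benjamini-Hochberg adjusted p under 0.05 from limma and a change of at least 1.5-fold, was lowest between F2 and F3, with 4691 probes. It was 6318 between F1 and F2 and 7073 between J and F1. Males differed least from J, by 19623 probes, and E3 differed least from M, by 24686. E1 was the most distant stage for every other stage. It differed by 39267 probes from F3, 39605 from F1, 40999 from J, 42404 from M, 42685 from F2 and 48042 from E3.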

The highest number of DEP corresponded to the E1 stage (17881 DEP, representing 9663 unique genes), steadily decreasing to 10467 DEP (6013 Genes) in E3 and 4332 DEP (2893 Gene) in juvenile stages (Fig. 3). 

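A probe was counted as differentially transcribed in a stage when it passed both thresholds in all 6 comparisons with the other stages. In E1 this held for 19497 probes of 9121 genes, in E3 for 8285 probes of 4399 genes and in J for 898 probes of 641 genes. Of the settings tried, the methods' Student t test without adjustment gave the lowest numbers, 1525 probes in E1, 138 in E3 and 15 in J, and in all 33 alternatives with a number for every stage E1 had the most. Leaving out 1 array at a time gave between 18004 and 21321 probes in E1 and between 5656 and 10183 in E3. In J the number went from 299 without the third J array to 1509 without the second E1 array. Of the 137 random probes above background in every array of a stage, 10 (7.30%) passed the same rule in E1, 1 (0.730%) in E3 and 3 (2.19%) in J, compared with 25.6, 10.9 and 1.18% of the tested gene-model probes. The share in J was thus no higher than among random probes.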

F1 females had the lowest number of DE compared to the all other life stages with 2100 DEP (1294 Genes), being that number increased to 3439 DEP (2292 genes) and 4141 (2900 genes) in F2 and F3, respectively. 

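Fewer probes passed in all 6 comparisons in the female stages. F1 had 400 probes of 247 genes, F2 had 256 probes of 181 genes and F3 had 622 probes of 418 genes. These numbers moved with single arrays, from 229 to 621 in F1, from 97 to 383 in F2 and from 264 to 1107 in F3. The ranges of the 3 stages overlapped. Within the settings, F2 had the fewest probes of all stages in 31 of the 33 alternatives, and F1 had fewer probes than F2 only without the first J array, with 238 against 266. A probe counted for a female stage had to differ from the other female stages too. Of the 137 random probes above background in every array of a stage, 1 (0.730%) passed in F2, compared with 0.336% of the tested gene-model probes. In F1 and F3, 0 random probes passed, compared with 0.525 and 0.816% of the tested gene-model probes.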

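With the 3 female stages taken as their mean and compared with E1, E3, J and M, 6090 probes of 3592 genes passed in all 4 comparisons. Of these, 2645 probes were higher and 938 lower in females than in the 4 other stages, and 2507 differed from all of them in a mixture of directions. Of the 137 random probes above background in every array of a stage, 11 (8.03%) passed, a share as large as that of the tested gene-model probes (7.99%). Fitting the 9 female arrays as a single group gave 4163 probes. Without 1 array at a time the number lay between 4124 and 7394. In a fit with the slide as a block it fell below this range.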

To allow a better comparison of transcriptomic changes across sexes all female stage x replicates were considered together, which totalled 14272 DEP (8026 genes). Furthermore, up to 6352 genes (11915 DEP) were differentially upregulated in both E1 and in F3 (E1F3, Fig. 3). 

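Compared with J, 20491 probes were higher in E1 and 12145 were higher in F3, each with an adjusted p under 0.05. Both applied to 4616 probes of 2360 genes, of which 1145 probes also passed all 6 comparisons of E1 with the other stages. Leaving out single arrays gave between 3145 and 5719 probes. In a fit with the slide as a block the number fell to 2975.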

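Males had 3565 probes of 2373 genes that differed from all 6 other stages, from 2 arrays. This number depended on which array was used. Without the first male array, which lay on slide 1, it was 1647, and without the second it was 7475. The largest increase in males among genes with at least 2 probes passing belonged to the gene model velh8ptr216k23Loc205t1, which could not be matched to a name here. Its largest difference was read by a probe with a normalized log2 signal of 16.18 ± 0.32 (SD, n = 2) in males and not well above background in any array of the 6 other stages. Against E1, the closest of them, the log2 fold change was 12.81 (standard error 0.53, adjusted p = 9.09e-11 from limma). Since E1 lay below the detection limit, this is better stated as at least 1215-fold, from the mean male signal against the lowest signal well above background on each E1 array. Of the other 2 probes above background, 1 gave at least 1178-fold over E1 and the other at least 2142-fold over J, its closest stage, and the remaining probe of the gene was not above background.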

Finally, males differentially expressed a total of 3980 DEP (2983 genes). In most life stages there were more up-regulated DEG than down regulated ones except for F1. 

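Counting probes that changed the same way in all 6 comparisons, higher probes outnumbered lower ones in E1 (10923 against 8223), J (130 against 38) and F2 (125 against 64). Lower probes outnumbered higher ones in E3 (2565 higher against 5027 lower), F1 (75 against 175), F3 (20 against 161) and M (959 against 1856). Probes that differed in a mixture of directions are left out of these counts. They made up most of the probes that passed in J (81.3%) and F3 (70.9%). Their share was 1.80% in E1, 8.36% in E3, 37.5% in F1, 26.2% in F2 and 21.0% in M. Among the probes counted, the share of higher probes was 57.1% in E1, 33.8% in E3, 77.4% in J, 30.0% in F1, 66.1% in F2, 11.0% in F3 and 34.1% in M. It depended on the scaling of the arrays and on the test. With normexp background correction it was 61.7, 47.7, 90.0, 59.7, 90.8, 33.6 and 47.4% in the same order of stages, so that higher probes were also in the majority in F1. With a 75th percentile shift in place of quantile normalization it was 62.0, 44.7, 40.3, 25.0, 48.4, 4.00 and 36.7%, and lower probes prevailed in all stages but E1. With the methods' t test at an adjusted p under 0.05 it was 63.8, 64.9, 66.7, 42.7, 50.7, 63.5 and 81.2%. Lower probes then prevailed in F1 alone, the exception that the paper names. With the t test at an unadjusted p under 0.001, lower probes prevailed in F1, F2 and F3, where few probes passed. In genes, 5138 were higher and 3794 lower in E1, 1457 and 2519 in E3, 92 and 27 in J, 50 and 98 in F1, 86 and 40 in F2, 20 and 97 in F3, and 536 and 1355 in M.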

Details of the expression levels of differentially transcribed probes and genes at the various studied life-stages are provided in Additional file 3.

**Fig. 3:**
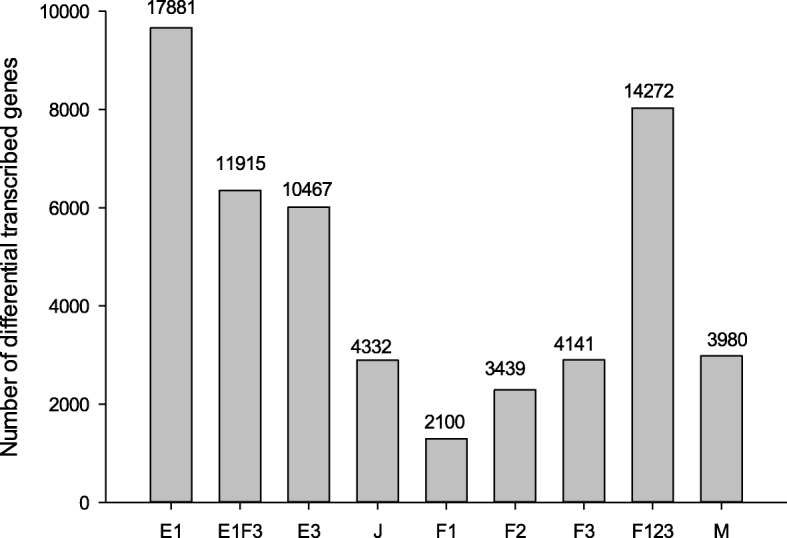
Differentially transcribed genes across the studied *D. magna* life- stages. Numbers above each bar indicates number of probes. E1, E1F3, E3, F1, F2, F3 and F123 means respectively, eggs 1, eggs 1 & females 3, eggs 3, females 1,2 and 3, the combined three female stages (F123). M stands for males

The heat map of DEG included three clusters (Fig. 4a): the first one constituted by E1 samples, a second other including E3 and M samples, and a third cluster grouping the three female stages (J, F1, F2 and F3). 

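The means of the stages were clustered over the 28018 probes that passed in at least 1 stage. In this tree E3 and J joined first, at r = 0.3027 across probes, but E3 had nearly the same r with M, 0.3017. F2 and F3 joined next, at 0.224. Males joined E3 and J at 0.182, a mean that includes the r of 0.0623 between J and M. F1 joined F2 and F3 at -0.0203 and E1 joined the females at -0.0510, so both joins lay close to no correlation.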

Transcription patterns of up and down regulated DEGs in E1, E3, J, F1, F2, F3, F123 and M were stage-specific, whereas that of E1F3UP were up regulated in E1 and F3 (E1F3) and to a lesser extent in F2 and F1.

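Probes that were higher or lower in a stage were, by selection, far from the level of the other stages there. For the probes higher in E1 and F3 than in J, the selection used E1, F3 and J but not F1, F2, E3 or M. J was low by selection, which raises every difference relative to J. Relative to J, the median log2 difference of these probes was 1.48 in E1 and 1.20 in F3, and it was 0.81 in F2, 0.59 in F1, -0.02 in M and -0.53 in E3. The order F3, F2, F1 held for the single arrays. After centring of each probe, the medians were 0.35, 0.56 and 0.69 in the F3 arrays, 0.12, 0.08 and 0.14 in the F2 arrays and -0.03, 0.00 and -0.04 in the F1 arrays. All F2 arrays thus lay above all F1 arrays. The level of F3 is partly fixed by the selection. Across the probes that passed in at least 1 stage, J had r = 0.2831 with F1 and -0.4016 with F2. Choosing probes low in J can thus by itself place F2 above F1, so this order does not show a relation to E1.

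**Figure D2:**
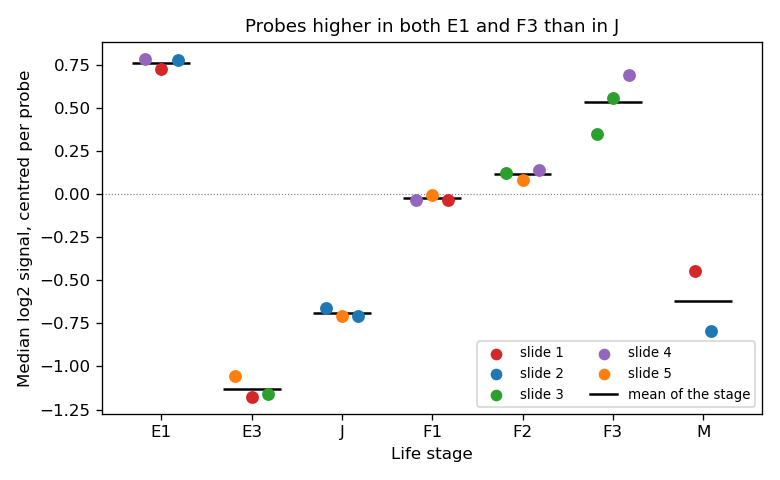
Median centred log2 signal of the 4616 probes higher in E1 and F3 than in J, for each of the 20 arrays (points, coloured by slide), with the mean of each stage as a line. E1 and F3 arrays lie highest by selection, F2 arrays lie above F1 arrays, and E3 arrays lie lowest, at or below -1.05.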

**Fig. 4:**
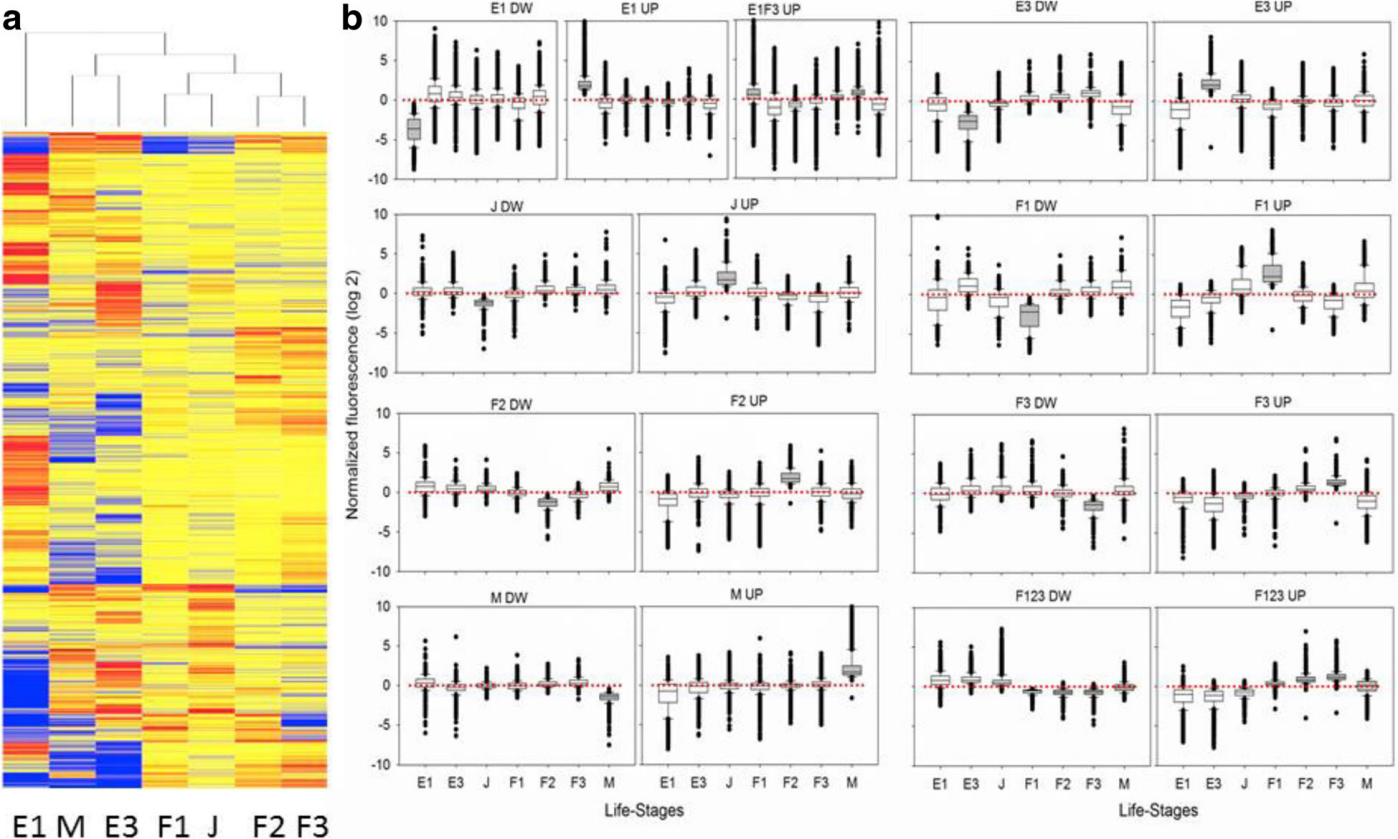
Heat map of differentially transcribed genes clustered across the studied *D. magna* life- stages (**a**) and box-plot of transcription pattern of up and down regulated genes of each life-stage against the rest (**b**). In graph A red, blue and yellow colours indicated up, down and unchanged transcription levels. Grey boxes indicated the reference life-stage. For clarity analyses were conducted on averaged values of experimental replicates

### Functional analysis

A total of 25,019 (60%) genes present in the microarray were functionally annotated to some level by using the three major databases (Drosophila, REFSEQ and Swissprot KB), being 16,081 genes mapped to at least one GO Term and 7995 annotated to a KEGG-curated gene. Using a high stringency probability (*p* < 0.001), a total of 2905 distinct GO terms were enriched across the different life-cycle stages (Additional file 4), 364 of them (about 12%) being common in at least two life-stages (Table 1). Selected GO terms and their coverage in each stage are shown in Table 2.

**Table 1:** Number of common enriched Gene Ontology terms (GOs) across the studied life stages and in the cluster of genes upregulated in E1 and F3. Further information is in Additional file 4

Life-stages	E1F3	E3	J	F1	F2	F3	F123	M
E1	407	133	0	0	8	15	305	2
E1F3		121	2	4	5	33	75	1
E3			25	18	16	24	190	2
J				8	8	10	6	0
F1					45	7	3	10
F2						10	30	1
F3							27	0
F123								0

**Table 2:** Total and selected significant (*P* < 0.001) enriched Gene Ontology terms (GOs) of the differentially transcribed genes across the different studied life-cycle stages including genes of E1 from maternal origin (E1F3). N, %Cov are number of probes and coverage. Further details are in Additional file 4. Stage abbreviations are explained in text

Acession	GO Term	E1		E1F3		E3		J		F1		F2		F3		F123		M	
Total number		1380		829		1323		97		145		146		91		1004		27	
		N	% Cov	N	%Cov	N	% Cov	N	% Cov	N	% Cov	N	% Cov	N	% Cov	N	% Cov	N	% Cov
GO:0002176	male germ cell proliferation																	9	0.5
GO:1901476	carbohydrate transporter activity													24	1.5			29	1.6
GO:0042302	structural constituent of cuticle					111	2.1			135	13.1	57	3.6	37	2.3			48	2.7
GO:0009838	abscission													10	0.6				
GO:0097493	struct molec act conferring elasticity					83	1.6			97	9.4	51	3.3	30	1.9				
GO:0032993	protein-DNA complex	218	2	93	1.6									39	2.5	107	1.7		
GO:0042445	hormone metabolic process					223	4.2							81	5.1				
GO:0048856	anatomical structure development	7415	68.7			3697	69.8							1128	71.5	4449	70.8		
GO:0044851	hair cycle phase											14	0.9						
GO:0048180	activin complex									5	0.5								
GO:0022611	dormancy process									14	1.4								
GO:0031395	bursicon neuropeptide hormone complex							11	0.6										
GO:0072562	blood microparticle					55	1												
GO:0042562	hormone binding					88	1.7												
GO:0007626	locomotory behavior					337	6.4												
GO:0004872	receptor activity					418	7.9												
GO:0097458	neuron part					1135	21.4									1186	18.9		
GO:0071944	cell periphery					2158	40.8									2529	40.3		
GO:0042221	response to chemical					2366	44.7												
GO:0009653	anatomical structure morphogenesis	4718	43.7	261.5	44.7	2370	44.8									2959	47.1		
GO:0044767	single-organism developmental process	7414	68.7			3683	69.6									4523	72.1		
GO:0002200	somatic diversification of immune receptors	70	0.6																
GO:0002262	myeloid cell homeostasis	172	1.6																
GO:0030496	midbody	217	2	154	2.6														
GO:0002253	activation of immune response	370	3.4																
GO:0032259	methylation	663	6.1	394	6.7														
GO:0000989	transc fact act, transcription factor binding	704	6.5																
GO:0000785	chromatin	783	7.3																
GO:0002520	immune system development	914	8.5																
GO:0008283	cell proliferation	1924	17.8													1174	18.7		
GO:0016265	death	2139	19.8																
GO:0003006	developm proc. involved in reproduction	2267	21																
GO:0048646	anatomical struct form morphogenesis	2681	24.9													1689	26.9		
GO:0044085	cellular component biogenesis	4056	37.6																
GO:0006950	response to stress	4684	43.4													2793	44.5		
GO:0006807	nitrogen compound metabolic process	5825	54	3322	56.8														
GO:0044422	organelle part	6354	58.9																
GO:0016043	cellular component organization	6437	59.7																

KEGG mapping of specific DEGs generally agreed with the identified GO terms, but they present a better overview on how the number of differentially expressed genes mapped to specific pathways along the development of the organism (Fig. 5 and Additional file 5).

**Fig. 5:**
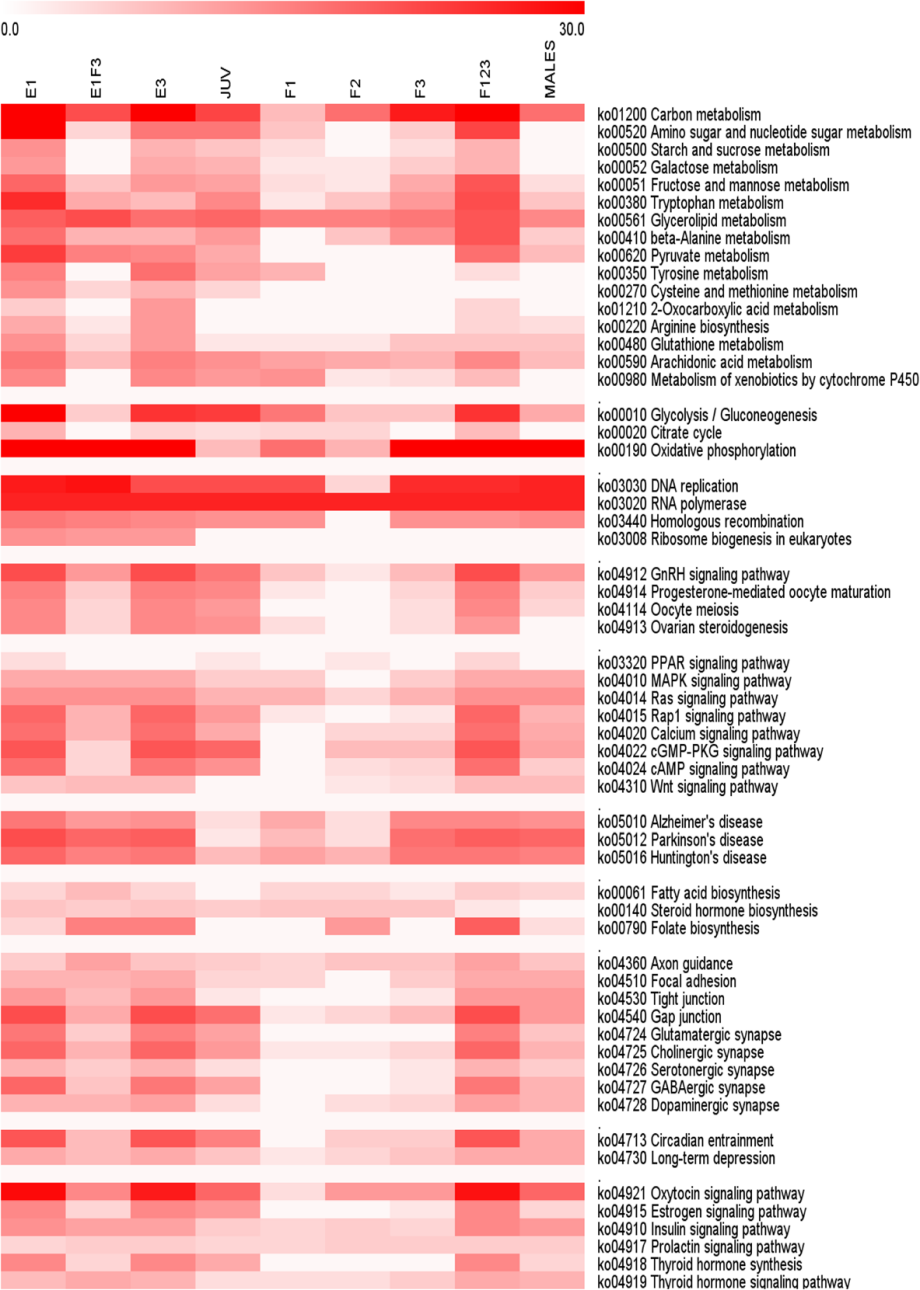
Heat map of the enriched KEGG pathways among the differential transcribed genes in each life-stage and clusters. Scale refers to number of genes in each pathway. Further details can be found in Additional file 5

## Discussion

Most of the probes included in the microarray match a unique gene transcript with only about 3.2% of probes matching two or more gene transcripts. Furthermore correlation values of selected gene transcript levels between qPCR and microarray probes were high, even for low differentially transcribed genes, thus indicating a good quality of the probes, capable of reflecting even small changes in mRNA abundance.

More than 93% of the genes that are reported to be transcribed in *D. magna* genome [1] showed fluorescence values above background levels in at least one out of the seven studied life-cycle stages. 

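The number of probes above background in every array of a stage was highest in J, with 67128 probes of 25669 genes (62.1% of the gene models). F3 followed with 60520 probes of 23708 genes (57.4%), F2 with 59714 of 23369 (56.6%), F1 with 45220 of 18383 (44.5%), M with 42000 of 17912 (43.4%), E3 with 41693 of 17238 (41.7%) and E1 with 36129 of 14998 (36.3%). The 4 lowest were the stages with an array on slide 1, where fewer probes passed. There were 10461 probes above background in only 1 stage, of which 5221 were detected in J and 2101 in F3.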

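Of the genes expressed in at least 1 stage, 32.1% were differentially transcribed in E1, 15.5% in E3, 2.25% in J, 0.868% in F1, 0.636% in F2, 1.47% in F3 and 8.34% in M. Expressed as shares of the genes of the 7 stages added up, so that a gene is counted in each stage where it passed, E1 held 52.5%, E3 25.3%, M 13.7% and J 3.69%. F2 and F3 together held 3.45%. Requiring at least 2 probes per gene left 5274 genes in E1, 2195 in E3, 178 in J, 55 in F2, 142 in F3 and 730 in M.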

Hierarchical clustering of samples and the number of differentially transcribed genes (Figs. 2 and 3) separated eggs from stage E1 that showed the greatest levels of differential transcribed genes (34.5% of the 38,449 genes), reproductive females of stage F2 and F3 with up to 18.5% of the transcribed genes and the rest of life stages (E3, J, F1 and M) with the remaining 47% of the gene transcripts. These three clusters had distinctive developmental/physiological characteristics. *D. magna* females transfer large amounts of resources including mRNA to their eggs to ensure their development and survival upon hatching [28, 39–42]. Therefore, E1 is likely to be enriched with genes associated to embryonic development and maternal transfer. Indeed up to 6352 genes were up-regulated in E1 and in females F3 (E1F3 group in Fig. 3). This is in line with reported transcriptomic results in *D. melanogaster*, *Anopheles* and *C. elegans*, which found that the majority of genes were transcribed during early embryogenesis stages due to the contribution of both maternal and zygote ones [2–5]. 

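Of the probes higher in E1 than in J, 22.5% were also higher in F3 than in J and 8.39% were lower, compared with 15.9% of all tested probes that were higher in F3. Across probes, which are not independent replicates, the difference between E1 and J had r = 0.450 with the difference between F3 and J, and 59.6% of the probes moved the same way. Both differences share the J arrays, so groups with no change at all also give a positive value. Simulated unchanged groups against shared J arrays gave r = 0.499 and 66.7% of probes moving the same way, so these values by themselves do not show a relation between E1 and F3. The number of probes higher in both at an unadjusted p under 0.05 was 6350, compared with at most 446 in the simulated unchanged groups. Groups without any change therefore do not account for the shared probes. Probes that are low in J alone also count as higher in both, and the number of shared probes was not tested against groups that each differ from J. From the genes upregulated in both E1 and F3, and from the mRNA that females transfer to their eggs, the paper proposes that E1 is enriched with genes of maternal transfer.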

The second cluster, grouping F2 and F3 females, can be considered representative of the most reproductive active stages, whereas life-stages included the third cluster (E3, J, F1 and M) are associated to high moulting activity and low-reproduction related processes [43, 44]. 

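Of the genes of the 7 stages added up, F1 held 1.42%. The 175 probes lower in F1 than in every other stage had a median centred log2 signal of -3.16 in F1, and the 75 higher probes had a median of 2.27. Another 150 probes differed from all stages in a mixture of directions. F1 also had the lowest correlation between replicates of the stages with 3 arrays, with a mean r of 0.663. Without the array on slide 1, lower probes still prevailed, with 21.2% of the probes higher.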

The relative low levels of differentially transcribed genes in F1 females (4.6% relative to the total), combined with an overrepresentation of down-regulated genes (see Additional file 1: Table S2) can be related to the fact that F1 organisms perform a reset of their metabolic and physiological processes at the beginning of the intermoult cycle [43, 44]. Therefore, most of the specific differences showed in this stage could be related to de-activation of gene transcription.

Gene transcription across the studied life-stages (Fig. 4) also evidenced clear distinctive patterns across egg, juvenile and adult stages. 

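The median centred log2 signal was compared between each stage and the others for the probes that passed in all comparisons. Probes higher in F2 had a median of 2.61 in F2 and between -1.96 and 0.20 in the other stages, and those higher in F3 had a median of 1.58 in F3 and between -0.74 and 0.23 elsewhere. Probes higher in M had a median of 3.06 in M and between -0.24 and 0.04 elsewhere. Of the lower probes, those of F2 had a median of -1.49 in F2 and up to 1.57 in another stage, those of F3 -1.73 and up to 0.37, and those of M -1.94 and up to 0.93. For the 3 female stages combined, higher probes lay at 1.10 and between -2.04 and -0.30 in E1, E3, J and M, whereas lower probes lay at -0.81 and between 0.29 and 1.29 there. The separation of a stage from the others follows from the selection of the probes.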

Up regulated DEGs in reproductive females and males showed low transcription levels in the rest of life-stages whereas low transcribed ones were highly transcribed in the remaining stages. 

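The spread over the remaining 6 stages was measured as the SD of the stage means of each probe and summarised by its median. Probes higher in E1 had a spread of 0.49 log2 units and those lower in E1 0.85. Probes higher in E3 had a spread of 0.85 log2 units and those lower in E3 0.70, while probes higher in J had 0.71 and those lower in J 0.56. The corresponding values were 1.05 and 1.10 for F1, 1.09 and 0.94 for F2, 1.14 and 0.63 for F3, and 0.69 and 0.56 for M. The spread in E3 and J was thus below that of F1 and F2 in both directions. It was smaller than in E3 for the higher probes of E1, J and M and for the lower probes of J, F3 and M. No test was made of these differences, since the sets hold different probes.
Among E3 genes, the gene model velb9ptr031k27Loc12t5, which could not be matched to a name here, had the largest increase. Its leading probe had a log2 signal of 14.61 ± 0.77 (SD, n = 3) in E3 and 4.67 ± 0.39 (n = 3) in J, where it was well above background in 2 of 3 arrays. The log2 fold change over J was 9.94 (standard error 1.18, adjusted p = 1.33e-05 from limma), and the other 3 probes of the gene were higher than in the closest stage by 4.99 to 7.25. The largest decrease was that of veln4ptf025k33Loc92t1, whose leading probe had a log2 signal of 5.27 ± 2.30 (SD, n = 3) in E3, well above background in 2 of 3 arrays, and 10.02 ± 0.34 (n = 3) in J. Its log2 fold change against J was -4.75 (standard error 0.73, adjusted p = 1.36e-04), and the other 3 probes gave -3.51 to -3.80. The E3 array on slide 1 read 2.69 and was not well above background, whereas the other E3 arrays read 7.13 and 6.00. The size of this decrease thus rests partly on a signal below the detection limit.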

In the embryonic stage E3 and juveniles, genes having high or low levels of transcription changed little in the remaining stages. The early embryonic stage E1 showed two distinctive transcription patterns: a cluster of 9663 unique genes highly or poorly transcribed in that stage and a cluster of 6352 genes highly transcribed in that stage and in female stages F3 and F2. These results agree with those reported in *Drosophila* and *C. elegans* supporting the argument that many transcripts in E1 have a maternal origin [2, 3]. 

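Probes higher in E1 had a median centred log2 signal of 1.78 in E1 and between -0.39 and 0.06 in the 6 other stages. Probes lower in E1 had a median of -3.67 in E1 and between -0.16 and 0.62 elsewhere. The largest decrease was found in the gene model velb9ptr034k27Loc200t1, which could not be matched to a name here. Its leading probe had a log2 signal of 5.44 ± 2.33 (SD, n = 3) in E1, well above background in 2 of 3 arrays, and 13.20 ± 0.86 (n = 3) in F3, the closest stage. The log2 fold change was -7.76 (standard error 0.76, adjusted p = 6.35e-07 from limma) and its 2 other probes gave -6.05 and -5.96. The E1 array on slide 1 read 2.76 for the leading probe and was not well above background, whereas the other E1 arrays read 6.57 and 7.00. The size of this decrease thus rests partly on a signal below the detection limit. Of the probes shared by E1 and F3 relative to J, 62.7% were higher in E1 than in F3.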

The unique gene patterns identified in most life-stages and across sexes also support previous studies that associate these stages with specific subsets of genes being expressed in specific tissues and biological processes [2, 3].

### Gene function analysis

E1 transcriptome included the highest number of significant GO terms (1380), mainly in categories related to division and proliferation, morphogenesis, homeostasis, and immune response (Table 2). Homeostasis is considered important to cells on high metabolic rates in which accumulation of some metabolites can become toxic. The enrichment in methylation-related transcripts may be linked to epigenetic processes, which are common during embryo development in Daphnia and other arthropods [2, 28, 45]. Interestingly the cluster of genes from E1 coming from a maternal origin (E1F3) were enriched with 829 GO terms, 50% of them also present in E1 (Tables 1 and 2). Transcripts enriched in E3, with up to 1323 significant GO terms, also had important representation of GOs related with morphogenesis/organogenesis. They also include several GOs related to response to chemicals (Table 2), perhaps preparing the organism to survive in the outside environment [46]. This stage also show an enrichment of GO terms related with sensorial and locomotion processes (neuronal activation and differentiation, hormonal metabolic processes and binding and locomotor behaviour), which would prepare the embryo for the free-swimming stage. The E3 transcriptome was also enriched in GOs related to cuticle constituents and elasticity, a functional category common to all the adult female stages. Transcriptome from the juvenile stage was annotated to 97 significantly enriched GO terms (Additional file 4), including the distinctive GO term “Bursicon neuropeptide hormone complex” (Table 2), which is related to the hardening of carapace [47]. This is in line with the fact that moulting and growth processes dominate in this stage over other biological functions such as reproduction [48]. Enriched GO terms from F1 transcriptome (145 GO terms in total) included two distinctive GO’s: dormancy process and activin complex. The first GO term is possibly related to the re-setting of moulting and reproductive processes in which most bodily functions are “on hold” [49]. The activin complex GO term is directly related with the Follicle Stimulating Hormone (FSH) a key hormone to trigger the development of ovules [50]. This is a key process of extreme importance to the reproduction of these organisms showing that any impairment of these genes during this life stage period can be critical for the reproductive output. This is consistent with the fact that ovulation occurs precisely at the F1 stage [35]. In F2, specific transcripts were annotated to 146 significant GO terms, with one distinctive term, hair cycle phase, which can be linked in these organism to the formation of carapace and, possibly, also to hardening processes. Analysis of the F3 transcriptome identified 91 enriched GO terms, two of them with a high coverage (47%, 71% coverage of the annotated probes DEG in this stage) and belonging to “Anatomical Structure Development or morphogenesis”. These terms may be related to two processes: (1) the development of the ovary and formation and provisioning of eggs and (2) the maternal transfer of RNAs from the mother to the newly formed eggs to start development. Interestingly, a large fraction of probes annotated to Egg stages and of maternal origin (E1F3) also belong to this GO term. Another key term uniquely related to F3 was “Abcission”, which in arthropods is involved in carapace shedding [51], a key event in the development of crustaceans that are only able to grow by periodically releasing the old carapace and the subsequent formation of a new one. This last GO term is likely related to the fact that females F3 are close to a moult event. Differentially transcribed genes of reproductive females (F123) belonged to 1004 GOs. Almost half (444) of those GO also existed in E1 and E3. Male-specific transcripts were annotated to 97 GO terms, including the unique category of “Male Germ Cell proliferation”, which in turn includes the gene *doublesex*, linked in *Daphnia* to male sexual differentiation [52]. Males also present a high number of probes associated with carbohydrate transport activity, like F3, which can related to a high demand of energy for swimming in males [53] and to reproductive activities for females [48].

The metabolism-oriented KEGG pathway mapping (Fig. 5 and Additional file 5) shows a high number of DEG related to carbon, starch and sucrose, tryptophan and fatty acid metabolism in embryo (E1, E3 and juvenile (J) stages, while these numbers were reduced in adult males (M) and females (F1, F2, F3). Interestingly genes of E1 coming from a maternal origin were less enriched in the above mentioned metabolic pathway. Within the adult stages, F3 had the greatest number of DEGs belonging to KEGG metabolic related pathways, likely related to the animal needs to synthesize a new carapace and to finalize egg provisioning, both processes having a great demand of energy.

DEGs related to DNA replication were abundant in all life stages and in the cluster of E1 from maternal origin (E1F3) with except for F2. In the parthenogenically-reproducing sister species *Daphnia pulex*, RNA and DNA concentrations were related to changes in metabolic activity associated with moulting cycle and ontogenetic development [54]. Ontogenic developmental processes are likely to dominate in embryo stages (E1, E3). Females F2 are just in the middle of the intermoult cycle, whereas the rest of free living stages (J, F1, F3) are likely to be just at the beginning or end of the moulting cycle.

An important point to consider when evaluating the quality of the data we are reporting of its functional analysis is the fact that males have no DEG mapped on females processes and hormones (Gonadotropin, progesterone, oocyte and ovarian steroidogenesis). All these processes were highly enriched in eggs, juveniles and F1,2,3.

Embryonic stages showed a high expression of genes annotated to many signalling pathways, like MAPK (response to stress), RAS (cellular signal transduction), RAP (vital for effective signal transduction), cAMP (second messenger important in several biological processes), and Wnt (signal transduction pathways made of proteins, extremely important for embryonic development). Genetic and molecular studies in *Drosophila melanogaster* over the last several years show that these signalling pathways are functionally conserved and that they participate in numerous processes during normal development [55–59].

Similarly, genes implicated in neuronal processes were highly expressed in egg and female stages. This is in line with the development of the neuronal system in metazoans along the embryonic stages [60]. Finally, hormonal processes related to Prolactin and insulin were evenly differentiated across life cycle stages, whereas genes belonging to thyroid hormone synthesis and oxytocin KEGG pathway, were differentially regulated in egg and female stages. Despite that genes and peptides of the above signalling pathways have been found in *D. pulex* and *D. magna* genome, little is known about their expression and function [61–63].

## Conclusions

In this work we present a new microarray platform designed using the full set of gene models representing the complete genome of *D. magna* [1]. Up to 93% of the existing 41,317 *D. magna* gene models showed differential transcription patterns across the developmental stages of *D. magna*, from which more than 59% were functionally annotated. 

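Expression above background and differential transcription are separate measures, and both were computed. An F-test over the 7 stages in limma, with adjusted p under 0.05, found differences in 60441 probes of 24025 genes. This was 84.5% of the expressed genes and 58.1% of the gene models. Under the rule that a stage differs from all 6 others, 13239 genes passed in at least 1 stage, 46.5% of the expressed genes and 32.04% of the gene models.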

The transcriptome analysis show a large number of embryo-specific transcripts, likely related to the high metabolic rates needed for cellular multiplication and morphogenesis of several body organs, as inferred by the high number of DEG related to DNA, RNA and ribosome biogenesis. In adult females, most DEG were involved in reproductive processes and carapace shedding. Differentially transcribed genes in males were enriched in specific genes of male sexual differentiation genes, like *doublesex* [52]; consistently, they did not include hormonal female-related functional categories. These results are in line with those reported in *Drosophila,* showing that about 90% of transcription of embryo-specific transcripts occurs during the first hours of embryo development [2].

## Methods

### Experimental animals and culture conditions

All experiments were performed using a well-characterized single clone of *D. magna* (Clone F), maintained indefinitely as pure parthenogenetic cultures. Individual or bulk cultures of 10 animals/L were maintained in ASTM hard synthetic water [64] as described in [44]. Individual or bulk cultures were fed daily with *Chorella vulgaris* Beijerinck (5 × 10^5^ cells/mL, respectively, corresponding to 1.8 μg C/mL; [10]). *C. vulgaris* was grown axenically in Jaworski/*Euglena gracilis* 1: 1 medium (CCAP, 1989). Algae were harvested in the exponential phase of growth, centrifuged and then re-suspended in ASTM hard water. The number of algal cells in freshly prepared medium was checked daily from absorbance measurements at λ = 650 nm in a dual-beam spectrophotometer (Uvikon 941) using standard calibration curves based on at least 20 data points, with an r^2^ > 0.98. The culture medium was changed every day, and neonates were removed within 24 h. Photoperiod was set to 14 h light: 10 h dark cycle and temperature at 20 ± 1 °C.

For this study, females across six different developmental stages and one adult male stage were collected in triplicate. Embryonic samples were taken according to the embryonic development staging works by Mittmann et al. [36], while the free swimming stages were sampled following major physiological events. A graphic representation of these stages is depicted in Fig. 1. The first egg stage (E1) includes embryos < 6-8 h after ovideposition in stage 1 [36]. At Stage 1 the nucleus lies within non-transparent globular pale to greenish yolk granules and several larger oil drops. The egg is covered tightly by the chorion. The second embryonic stage selected (E3) corresponds roughly to stage 12 [36] and includes embryos within their last 12 h before the release from the mothers brood pouch. At this stage the embryonic development is mostly completed and is in the path of transformation to the first instar juvenile [36], being already able to swim. The choice of this stage was made to represent a neonate without the interference of feeding behaviour and or digestion processes. The third selected stage (J) is a fourth instar juvenile or pre-adolescent stage. Animals of about 4 days old (with no ovary visible) [65], targeted to represent a full working organism but without the interference of reproductive processes.

Adult third clutch female stages (F1), (F2) and (F3) represent, respectively, reproductive females at the beginning < 12 h), middle (30 h < X < 40 h) and end (> 66 h) of their reproductive/intermoult cycle, which usually lasts 3 days at 20 °C with non-limiting food conditions as in the present study [44]. Females F1 were collected just after moult and release of the new clutch of newly formed eggs of stage 1 (i.e. E1 embryos) into their brood pouch (< 8 h). Females F2 were sampled after approximately 36 h and F3 were collected within the last 24 h before moulting and releasing fully developed embryos. Females F3 thus hold embryos of stage 12 (our E3 embryos). Ovulation and egg provisioning occurs simultaneously during a single reproductive/intermoult cycle [35]. In females F1 pre-vitellogenic eggs pass to vitellogenic ones in the ovary and starts the egg provisioning, which is fully accomplished in F3. The development of embryos in the brood pouch also occurs simultaneously as ovulation and egg provisioning [35]. Females were de-brooded before being collected, by gently flushing water into the brood pouch. Removing the developing embryos from the brood pouch also removes their RNA, allowing for a much more robust profiling of the female adult stages [10]. The final samples include reproductively active males. These males were obtained exposing parthenogenic females to 0.5 μM of methyl farnesoate [37]. After birth, the males were selected observing the size of the first antenna and let to grow until 14 days, representing a physiological status roughly coinciding with female stages.

### RNA extraction

Total RNA was isolated from the samples using Trizol reagent (Invitrogen, USA) and following manufacturer protocols with slight modifications. After RNA isolation, DNAse treatment was performed according to manufacturer protocols, followed by a double phenol-chloroform and another chloroform extraction for further purification. RNA was precipitated using Sodium acetate and 100% ethanol, re-suspended in RNAse free water being quantity and quality checked using a NanoDrop D-1000 Spectrophotometer (NanoDrop Technologies, USA). Samples presenting a ratio 230/260-260/280 between 1.9-2.1 were selected. RNA integrity was checked using an Agilent 2100 Bioanalyzer (Agilent Technologies, USA). Only the samples showing invertebrate-adjusted RIN values above 9 were used for microarray analysis.

### Microarrays

This new design was made using the gene models developed by Orsini et al. [1]. This gene set includes 41,317 gene models representing the full transcriptome of *Daphnia magna*. Four probes were designed for every gene, using the algorithms available in the e-array tool from Agilent (Palo Alto, USA). 

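In the files, 39345 gene models had 4 probes each, 1441 had 3, 485 had 2 and 45 had 1. Together these were 162718 probes, and 2793 of the probes outside the control spots, random probes included, were printed more than once.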

One of the probes was the best possible probe, while the other three were designed to represent a best geographical representation of the gene sequence, i. e., one probe representing the beginning of the sequence, another one representing the central part and the last the end part of the sequence. After probe design, redundancy was checked and in case of existence, redundant ones were removed. A set of 3500 random computer-generated probes were also added as further negative controls. Further e-array based quality controls were added, resulting in a microarray with 165,000 probes. This was then printed on a 4 × 180,000 format (Agilent 66414 design; GPL22721). A total of three replicates per treatment were used. One μg of total RNA was used for all hybridizations. cDNA synthesis, cRNA labelling, amplification, and hybridizations were performed following the manufacturer’s kits and protocols (Quick Amp labelling kit; Agilent, Palo Alto, CA). The Agilent one-color Microarray Based Gene Expression Analysis v6.5 was used for microarray hybridizations according to the manufacturer’s recommendations. Microarray images were generated by an Agilent high-resolution C microarray scanner. Data was resolved from microarray images using Agilent Feature Extraction software v10.7. Raw microarray data from this study have been deposited at the Gene Expression Omnibus Web site (www.ncbi.nlm.nih.gov/geo/) with accession number GSE90810.

### Gene expression analysis

Microarray data were analysed using Gene Spring GX v13.0 software (Agilent, USA). Fluorescence data were normalized using quantile normalization and baseline transformation to the median of all samples.

The quantile 95 of the 3500 negative probes was calculated and this value was assumed as being the fluorescence background noise value of each sample. 

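The percentile 95 of the random probes corresponded to a processed signal between 28.7 and 177, with a median of 64.7 over the 20 arrays. In the files, 2532 random probes were found. Of these, 639 were above the percentile in at least 1 array and 137 (5.41%) in every array of at least 1 stage, where 8.22 would pass if the arrays were independent. The count of expressed probes therefore includes probes at which unspecific signal recurs between arrays. Another criterion, the scanner software's own mark for a signal well above background in every array of a stage, was passed by 96580 probes of 34060 genes (82.4% of the gene models) and by 290.0 random probes.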

Only the probes having fluorescence values above background noise values (109,640 probes in total) were considered for further analyses. Sample Clustering of the total expressed genes across life-stages was analysed using the Multi-Experiment viewer MeV4 software [66] by hierarchical clustering using Pearson correlation algorithm.

Differentially transcribed probes (DEP) of *D. magna* individuals in a given life-stage were identified by pairwise comparison of the normalized replicated fluorescent levels of that stage against the other stages using Student t test *p* < 0.001) and a fluorescence change cut off of 1.5-fold. The later term was calculated as the quotient between the power of two of the mean normalized fluorescence of both stages involved in the comparison. Only those probes whose normalized fluorescence changed significantly ≥1.5 fold in all pairwise “stage” vs “all others” comparisons were considered. For a given stage probes having greater or lower normalized fluorescence values versus the rest of stages were considered up and down regulated. This approach was found to be more conservative than the combination of ANOVA approaches and the Benjamini-Hochberg false discovery rates correction. 

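Applied to the same normalized values, the methods' Student t test with an unadjusted p under 0.001 and a 1.5-fold change in all 6 comparisons passed 1689 probes of 1134 genes in at least 1 stage. A one-way comparison of the 7 stages by ANOVA with Benjamini-Hochberg adjustment passed 58527 probes of 23388 genes. In simulated data on 76182 probes, 200.0 probes were raised or lowered 4-fold in E1, in equal numbers. Of these, limma with the rule of 6 comparisons recovered 34.5% and the t test 8.50%. No other probes differed between the simulated stages, unlike in the real data. Since the adjusted threshold depends on how many probes differ, these shares do not carry over to the real comparisons.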

Finally, differentially transcribed genes (DEG) was defined as a non-redundant representation of the genes uniquely represented by at least one DEP. To determine genes present in E1 from maternal origin, differentially transcribes probes upregulated in both E1 and F3 were determined by comparing the normalized replicated fluorescent levels of both stages against the juvenile stage using Student t test *p* < 0.001. Stages F3 and J were selected since F3 is the female stage where more resources from ovaries are allocated to eggs, whereas J can be considered an immature female stage [10].

### Validation of microarray results by qPCR

Microarray results were validated with real-time quantitative polymerase chain reaction (qPCR). We selected four differentially expressed genes from different pathways/gene families which had already been successfully used in previous studies [46, 67]: Krebs cycle (isocytrate dehydrogenase, idh; ATP citrate lyase, ATPCL), tryptophan metabolism (dopamine decarboxylase, Ddc) and Ecdysteroid pathways (Ecdysone receptor, EcR b). The G3PDH gene (glyceraldehyde 3-phosphate dehydrogenase) was used as internal control (Housekeeping). Primers for each one of these genes were designed with Primer Express® Software v3.0.1(Thermofisher, USA) and are provided elsewhere [46, 67]. qPCR was performed according to manufacturer’s protocols.

### Gene model annotation

For the optimal interpretation of transcriptional changes it is fundamental to have a functional annotation of all genes. To achieve this, all the 41,317 genes were searched for homology and functional annotation, including Gene Ontology (GO) and Kyoto Encyclopaedia of Genes and Genomes (KEGG). This was performed using Blast2Go Suit [26]. To maximize homology findings, this search was performed using BLASTX alignment algorithms (search protein databases against a translated nucleotide query). Search was performed using as target the three main databases of interest to our platform: Drosophila, RefSEQ and SwissprotKB. The three annotation sets were finally merged. The ultimate objective of re-annotation of the gene models was to improve as much as possible the functional annotation of these. This is the reason why we limited our search to the reference databases as these are the ones with most functional mapping. The full details of the annotation are available in GEO together with the microarray design (GPL22721).

## Additional files

Additional file 1: Word file with the qPCR validation of the results in Figure S1 and the total number probes and genes of a given life-stage differential transcribed across the remaining ones and those up and down regulated in Tables S1 and S2 (DOCX 40 kb)

Additional file 2: Excel file with specific genes which were not transcribed (Fluorescence below background) throughout the development stages. (XLSX 89 kb)

Additional file 3: Excel file with specific probes and genes differentially transcribed across life-stages. (XLSX 26161 kb)

Additional file 4: Excel file with GO terms enriched across the different life-cycle stages (XLSX 411 kb)

Additional file 5: Excel file with KEGG terms across the different life-cycle stages (XLSX 5169 kb)

## Abbreviations

DEG: Differentially expressed genes
DEP: Differentially expressed probes
E1: Egg in stage 1
E3: Egg in stage 3
F1, F2, F3: Reproductive females in stages 1, 2 and 3 respectively
F123: Combinations of females 1, 2, 3

# Supplementary material for: Differential gene transcription across the life cycle in Daphnia magna using a new all genome custom-made microarray
**Source:** BMC Genomics. 2018 May 18;19:370. doi: 10.1186/s12864-018-4725-7
**Supplement:** Supplementary file 1 — Word file with the qPCR validation of the results in Figure S1 and the total number probes and genes of a given life-stage differential transcribed across the remaining ones and those up and down regulated in Tables S1 and S2

**Figure S1**. Confirmation of the array results with qPCR. Y axis represents the qRT-PCR results in gene copy number per 1000 copies of the house keeping gene G3PDH. X axis represents the log2 fluorescence values after normalization. Errors bars are standard errors of the mean (SE, *N* = 3).

Table S1. Number of probes (DEP) of a life-stage differentially transcribed across the rest of life-stages. Within a given life-stage left and right numbers are up and down regulated probes, respectively. Probes are depicted in Additional file 2.

| Total | Life-stage | E1 | | E 3 | | J | | F1 | | F2 | | F3 | | M | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 17881 | E1 |  |  | 11323 | 6558 | 11201 | 6680 | 11253 | 6628 | 11196 | 6685 | 11239 | 6642 | 11188 | 6693 |
| 10467 | E3 | 6221 | 4246 |  |  | 6284 | 4183 | 6315 | 4152 | 6254 | 4213 | 6288 | 4179 | 6438 | 4029 |
| 4332 | J | 3338 | 994 | 2679 | 1653 |  |  | 3343 | 989 | 3328 | 1004 | 3353 | 979 | 3235 | 1097 |
| 2100 | F1 | 1374 | 726 | 961 | 1139 | 916 | 1184 |  |  | 826 | 1274 | 946 | 1154 | 958 | 1142 |
| 3439 | F2 | 2555 | 884 | 2221 | 1219 | 2384 | 1056 | 2340 | 1100 |  |  | 2065 | 1375 | 2335 | 1105 |
| 4141 | F 3 | 3154 | 987 | 2770 | 1371 | 2893 | 1248 | 2901 | 1240 | 2852 | 1289 |  |  | 2750 | 1391 |
| 3980 | M | 2410 | 1570 | 2687 | 1293 | 2428 | 1552 | 2415 | 1565 | 2449 | 1531 | 2448 | 1532 |  |  |

Table S2. Number of genes (DEG) of a life-stage differentially transcribed across the rest of life-stages. Within a given life-stage left and right numbers are up and down regulated genes, respectively. Genes are depicted in Additional file 2.

| Total |  | E1 | | E3 | | J | | F1 | | F 2 | | F 3 | | M | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 9663 | E1 |  |  | 5740 | 3923 | 5651 | 4012 | 5699 | 3964 | 5676 | 3987 | 5679 | 3984 | 5650 | 4013 |
| 6013 | E3 | 3258 | 2755 |  |  | 3279 | 2734 | 3294 | 2719 | 3261 | 2752 | 3277 | 2736 | 3413 | 2600 |
| 2893 | J | 2051 | 842 | 1698 | 1195 |  |  | 2054 | 839 | 2016 | 877 | 2061 | 832 | 2008 | 885 |
| 1294 | F1 | 811 | 483 | 533 | 761 | 546 | 748 |  |  | 457 | 837 | 542 | 752 | 548 | 746 |
| 2292 | F2 | 1628 | 664 | 1419 | 873 | 1514 | 778 | 1490 | 802 |  |  | 1264 | 1028 | 1494 | 798 |
| 2900 | F 3 | 2182 | 718 | 1906 | 994 | 2001 | 899 | 2006 | 894 | 1965 | 935 |  |  | 1910 | 990 |
| 2982 | M | 1598 | 1384 | 1845 | 1137 | 1635 | 1347 | 1630 | 1352 | 1640 | 1342 | 1672 | 1310 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

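Signals of single-colour Agilent arrays were analysed for 7 life stages of *D. magna*: early embryos (E1), late embryos (E3), juveniles (J), females at 3 points of the intermoult cycle (F1, F2 and F3) and males (M). There were 3 arrays for each of 6 stages and 2 for males. Samples were assigned to stages from the sample labels and the paper, which give different ages for E1 embryos and for males. The paper's methods state 3 replicates, but the authors' normalized values were reproduced from these 20 arrays, as described below. They thus give no sign of another male array.

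The authors deposited the scanner output of each array, whose values are spot intensity on a linear scale. The authors had extracted it from the images with Feature Extraction, and the version recorded in the files is 10.5.1.1. The processed signal used here is already corrected for background. The authors also deposited a matrix of log2 values. Set against the scanner values, these were log2 signals after quantile normalization, minus the median of each probe over all arrays, with a correlation of at least 0.999 and slopes between 0.99884 and 0.99993. The matrix was used as an alternative.

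Spots marked as outliers by Feature Extraction and control spots were left out, saturated spots were kept, and log2 of the processed signal was averaged over the spots of each probe. Arrays were quantile normalized with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, and tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The background of each array was the percentile 95 of its random probes. A probe was tested when it exceeded this background in every array of at least 1 stage, which left 76182 of 162718 probes. The paper's text does not say how replicates were combined at this step.

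All 20 arrays entered 1 limma fit (lmFit and eBayes) with 7 groups, so that the stages share an estimate of the spread. A probe was called in a stage when the adjusted p (Benjamini-Hochberg, within each comparison) was under 0.05 and the change was at least 1.5-fold in all 6 comparisons with the other stages. The combined females were the mean of F1, F2 and F3 against E1, E3, J and M. Probes shared by E1 and F3 were higher in both than in J, with no limit on the fold change, since the methods state none. A gene was counted when at least 1 of its probes was called, and different probes of a gene were not averaged. Clustering used Pearson correlation and average linkage on values centred on the median of each probe.

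The paper's methods name a Student t test with an unadjusted p under 0.001. It was run as an alternative, and limma was used in its place because 2 or 3 arrays per stage leave a t test few degrees of freedom. The procedure was tested on simulated data on 76182 probes, with 200.0 probes raised or lowered by 2 log2 units, in equal numbers. In E1, with 3 arrays, limma recovered 34.5% and the t test 8.50%. In M, with 2 arrays, they recovered 34.5% and 1.50%. No other probes differed between the simulated stages. Since the adjusted threshold depends on how many probes differ, these shares do not carry over to the real comparisons.

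The share of probes above background ranged from 25.4 to 46.9% between arrays, and the share marked well above background from 17.2 to 80.4%. The 4 arrays of slide 1 had the lowest values of both. The number of arrays limits the precision. Where a probe was not well above background on any array of the dimmer group, the fold change was stated as a lower bound, from the mean normalized log2 signal of the brighter group against, on each array of the dimmer group, the higher of the probe's own signal and the lowest signal well above background.

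Gene models named in the text were chosen by a rule: for each stage, the gene with the largest change in the weakest of the 6 comparisons among those with at least 2 called probes, higher and lower separately. The table of gene names matched 0 of the gene models, so gene models keep the identifiers of the array, only 2 higher and 2 lower ones are printed, and genes that the paper names were not looked up. Comparisons of functional groups (GO and KEGG), the qPCR results and the genes not transcribed were not analysed here. No set test was made with the supplementary lists, of which only the first part was read; 890.0 probes of the E1 list were compared with the deposited matrix and differed by at most 4.9e-05.

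Alternatives changed the background correction (normexp with an offset of 50, applied to the median signal because the files have no mean signal), the normalization (75th percentile shift), the source of the values, the filter on dim probes, the treatment of spots marked as outliers, the slide, scan date or replicate number as a block, the test and its threshold, the number of probes per gene, the grouping of females, the clustering method, and the arrays, each left out in turn.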

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

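Of the tests below, those of a shift shared by the arrays of slide 1, of the background of slide 1, of early embryos in the first F3 array and of slide 3, and the size of the gaps in correlation, were chosen only after the result was seen. The comparison of a single array with the others was made over the 9 female arrays for 23 measures. In 6 of them an array lay farther from the nearest other array, relative to the whole range, than Dixon's test allows for 9 samples. Chance alone gives about 1 in 20 such cases, and the measures are not independent of each other.

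The third F1 array, on slide 1, had a lowest processed signal of 22.3, with the next female array at 4.07. Its share of probes above background was 29.98%, with the next array at 37.3%, and its slope of the spike-in probes was 1.11, with the next array at 0.993. All 4 arrays of slide 1, from E1, E3, F1 and M, had these properties: their lowest signals were 22.3 or more, compared with at most 5.74 on the 16 other arrays, and their slopes 1.09 or more, compared with at most 1.00. A biological difference between F1 samples is therefore not needed for the pattern, although it was not tested. In a fit with the stage as a term, 5839 probes differed between slide 1 and each other slide, whereas 0 probes did for slides 2, 3, 4 or 5 with the same limma test. At an unadjusted p under 0.05 the numbers were 11357 for slide 1 and 1034, 27, 145 and 18 for slides 2 to 5. The count of slide 1 is in line with a shift of the same probes on all arrays of slide 1. Dim probes alone as the cause of the low correlation of slide 1 arrays remain open. Over 17663 probes well above background on all arrays, the slide 1 array was still the least correlated in 3 of 3 stages (E1, E3 and F1), but its distance to the next array fell from 0.0881 to 0.0153 in E1, from 0.0675 to 0.0130 in E3 and from 0.116 to 0.0506 in F1, below the range of 0.0529 between the J arrays over these probes. A swap of the third F1 array with the first male array is argued against. The probes that were higher in the second male array than in all female arrays of the other slides had a median log2 level 2.96 higher in the first male array than in the third F1 array. What caused the shift, such as the slide, its hybridisation or its scan, cannot be told apart, since slide 1 was the only slide of its scan date.

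The background of slide 1 was also weighed as the whole cause of the fewer probes above background in stages with an array on it. Without that array, 52720 probes in E1 and 57018 in F1 exceeded background on both remaining arrays, below the 60711 to 71137 found for pairs of arrays of J, F2 and F3. For these stages the background of slide 1 is therefore not the whole cause. For E3 the number was 59625, too close to the lowest pair (60711) for a decision.

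The first F1 array had a median processed signal of 72.3, with the next array at 44.7. It also had the highest background of the female arrays, 117, with the next at 85.5, which lies within the limit. Quantile normalization removes a difference in the median signal. Without this array F1 had 248 probes, compared with 400.0 with all arrays, but 256 and 274 without the second or the third F1 array and 229 without the second J array, so the fall is not specific to it. No explanation was tested, technical or biological.

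The first F3 array was high in probes that were much higher in E1 than in E3, J and M. For probes 16- to 64-fold higher, its median log2 level was 5.99, with the next array at 5.13, and for probes over 64-fold higher it was 7.24, with the next at 4.78. Of the latter 97 probes, 85.6% were highest in this array of the 3 F3 arrays. The level equals 1.33% of the E1 signal from the probes over 64-fold higher and 2.18% from the separate 163 probes 16- to 64-fold higher, whereas the other 8 female arrays lay between -0.15 and 0.34% for the latter. With a 75th percentile shift the values in the first F3 array were 1.41 and 1.83%, with the other female arrays between 0.0898 and 1.04% for the latter (1.04% in the third F1 array and 0.766% in the first), so that it stood apart less. With normexp they were 1.58 and 1.90%, and the others lay between -0.144 and 0.222%. A candidate explanation is a small share of RNA from early embryos in the first F3 sample. Slide 3 is argued against, since the second F3 array on the same slide had 0.0709%. Mature eggs in the ovary remain open and were not tested, as does carry-over between samples. Without this array F3 had 705 probes and the probes shared by E1 and F3 relative to J numbered 4209.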

How the results depend on the processing

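The alternatives were set before the data were examined, apart from the analysis without slide 1 and the t test against the other stages pooled, which were chosen after seeing the data. Of the values under the former, 619 stayed within 1.5 times the values reported and 125 did not; under the latter, 16 did and 23 did not. The numbers of expressed probes and genes, of arrays whose most correlated array is of the same stage and of stages whose arrays form 1 cluster kept their values within this limit under the alternatives run on them. The rule that every array must pass, which was not among these alternatives, left 24104 probes of 10533 genes, more than 1.5 times below the 76182 probes of 28448 genes expressed in at least 1 stage. Which stages form the 3 clusters of arrays was not counted there: without slide 1 the E1 arrays grouped with the F3 arrays and the F2 arrays stood apart, whereas with all arrays E1 stood apart and F2 grouped with F3. No named gene reversed its direction. The named genes passed their threshold in 381 cases and not in 48, of which 12 were under the methods' t test with an unadjusted p and 8 under the same test with adjustment.

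The test and threshold moved the numbers most. The methods' t test, unadjusted p under 0.001, gave 1525 probes (1011 genes) in E1, 138 (116) in E3, 15 (14) in J, 15 (10) in F1, 4 (4) in F2, 6 (6) in F3, 24 (18) in M, 2167 (1237) in the combined females and 720.0 (477) for E1 and F3 over J. With Benjamini-Hochberg adjustment it gave 8508 (4397) in E1, 240.0 (203) in E3, 312 (231) in J, 145 (97) in F1, 99 (70.0) in F2, 207 (155) in F3 and 66 (48) in M. Under it, 6 stages had more higher than lower probes, all but F1. limma with an unadjusted p under 0.001 gave 11616 (5553) in E1, 3406 (1939) in E3, 194 (142) in J, 148 (92) in F1, 72 (55) in F2, 127 (101) in F3, 1058 (677) in M, 2103 (1370.0) in the combined females and 1746 (999) for E1 and F3 over J. The cause of these differences between tests was not tested. Requiring at least 2 called probes per gene left 5274 genes in E1, 2195 in E3, 178 in J, 94 in F1, 55 in F2, 142 in F3, 730.0 in M, 1495 in the combined females and 1228 for E1 and F3 over J.

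With no filter on dim probes, where more probes are tested, the numbers were 326 (240.0 genes) in J, 202 (131) in F1, 138 (109) in F2, 317 (227) in F3 and 2142 (1462) in M. Accepting probes above background in at least 1 array gave 525 (389) in J. The slide as a block gave 356 (275) in J, 252 in F1, 347 (257) in F3, 3979 in the combined females and 2975 for E1 and F3 over J. Normexp gave 1358 probes in J and 410.0 in F2, and with the 75th percentile shift 1 stage had more higher than lower probes. The cause of these changes was not tested. The deposited matrix, spots marked as outliers kept, the scan date as a block, the rule for well above background, complete linkage, Spearman correlation, no centring and the females as a single group moved no result by more than 1.5 times.

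The replicate number as a block gave 19086 probes in E1, 8014 in E3, 770.0 in J, 351 in F1, 217 in F2, 472 in F3, 3144 in M, 5736 in the combined females and 4368 for E1 and F3 over J, within 1.5 times of the fit without it. Arrays with the same number did not deviate together: the mean correlation of their deviations from the stage means was -0.0233 over 57 pairs, with 8 pairs over 0.1. The samples share only a number.

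With single arrays left out, the numbers in E1, E3, the combined females and E1 and F3 over J stayed within 1.5 times. The others ranged from 299 probes (230.0 genes, without the third J array) to 1509 (1059, without the second E1 array) in J, from 229 probes (without the second J array) to 621 (without the second E1 array) in F1, with 157 to 383 genes, from 97 (77, without the first F2 array) to 383 (248, without the second E1 array) in F2, from 264 (200.0, without the third F3 array) to 1107 (679, without the first male array) in F3, and from 1647 (1051, without the first male array) to 7475 (5989, without the second male array) in M. In M the array that remains alone is assumed to vary like the other stages.

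Without slide 1, with 87372 probes tested on 16 arrays, the numbers rose to 30032 in E1, 12497 (6786 genes) in E3, 2840.0 (1800.0) in J, 984 (636) in F1, 744 (522) in F2, 2884 (1832) in F3, 6016 (3688) in M, 11019 (6163) in the combined females and 11517 (5625) for E1 and F3 over J. The t test against the other stages pooled gave 326 (217) in J, 307 (198) in F3 and 1991 (1368) in M.

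Signal over background sets a limit on all these numbers: 41380.0 to 48786 probes were above background on the arrays of slide 1 and 56518 to 76254 on the others. The comparison of functional lists, planned for genes with names, was not run, because no gene model has one in the tables used here.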

Differences from the paper's values

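The analysis without slide 1 and the t test against the other stages pooled, named below, were chosen after seeing the values; the other alternatives were set before the data were examined.

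The paper's values and those found here were on the same scale. For J, the paper reports 4332 probes and 2893 genes, and 898 probes and 641 genes were found here. For F1 the paper's values are 2100 probes and 1294 genes, against 400.0 and 247. For F2 the paper's values are 3439 and 2292, against 256 and 181, and for F3 they are 4141 and 2900, against 622 and 418. For the combined females the paper's values are 14272 probes and 8026 genes, against 6090.0 and 3592. For probes and genes higher in E1 and F3 than in J they are 11915 and 6352, against 4616 and 2360.0. For each of these, 0 of the alternatives set before the data were examined came within 1.5 times the paper's value. They numbered 33 for probes and 34 for genes of the stages, and 34 and 35 for the last pair of groups.

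Without slide 1, an alternative chosen after seeing the values, the numbers came within 1.5 times the paper's values for the combined females (11019 probes, 6163 genes), for E1 and F3 over J (11517 probes, 5625 genes) and for the probes of F3 (2884). They did not for the genes of F3 (1832), for J (2840.0 probes, 1800.0 genes), F1 (984 and 636) or F2 (744 and 522), and the probes of E1 (30032) and M (6016) then lay more than 1.5 times above the paper's. The t test against the other stages pooled, also chosen after seeing the values, closed none of these gaps for J, F1, F2, F3 or the combined females. It was not run for E1 and F3 over J.

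The paper's percentages of genes equal shares of the sum of the genes of its 7 stages, 28038: 34.5% for E1, 18.5% for F2 and F3 and 4.62% for F1, while E1 would be 25.1% of the paper's expressed genes. On that scale the paper's 34.5% for E1 compares with 52.5% here. It came within 1.5 times in 7 of 34 alternatives, with the 75th percentile shift (51.0%), the scan date as a block (51.4%), and without the first (51.7%), the second (48.5%) or the third (51.4%) E1 array, the first F3 array (51.6%) or the second male array (41.6%), and not under the others. Without slide 1, chosen after seeing the values, it was 47.2%. For F2 and F3 the paper's 18.5% compares with 3.45%, and for F1 its 4.6% with 1.42%. Here too, 0 of 34 alternatives came within 1.5 times, nor did the analysis without slide 1 (8.14 and 2.20%).

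The paper ranks F1 as the stage with the fewest differentially transcribed probes. Here F2 had fewer (256) than F1 (400.0), and F1 had the fewest in 1 of 33 alternatives, without the first J array (238 against 266 in F2). The paper finds more up- than down-regulated genes in all stages but F1. Here this held for 3 of 7 stages (E1, J and F2), with changes in a mixture of directions left out. With the adjusted t test of the methods it held for 6 stages, all but F1. The paper's supplementary counts split all genes of a stage within each comparison, mixed ones included. Split that way here, J had more lower than higher genes against F1 (292 higher, 349 lower), F2 (201, 440) and F3 (202, 439). Against E1 (404, 238), E3 (423, 219) and M (358, 283) it had more higher genes. E1 and F2 had more higher genes in every comparison. In the paper's Fig. 4a, E3 groups with M, and J with the females; in the tree of stage means found here E3 joined J first, but r was nearly the same between E3 and J (0.3027) as between E3 and M (0.3017), so the tree does not separate these groupings. J had an r of 0.283 with F1, -0.402 with F2 and -0.423 with F3. The paper's methods state 3 replicates, and M had 2 arrays here. The deposited matrix was reproduced from the same 20 arrays, with a correlation of at least 0.999. The 890 probes of the paper's E1 list that were compared differed from this matrix by at most 4.9e-05. A difference from the paper in the male arrays used is therefore not shown.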

Other observations

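Of the tests below, those of the larger spread of slide 1, of early embryos in the F3 samples and of the random probes, the separation of male probes by direction and the comparison of F3 with F1 were chosen only after the result was seen.

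The 20 arrays were divided at random into groups of the real sizes, 100 divisions in all with the real one included. A number of probes as large as the real one was found in 1 division, the real one, for E1, E3, F1, F2, M, the combined females and E1 and F3 over J, and in 2 divisions for J and F3. Such numbers were thus rare when the arrays were divided without regard to stage. Since random divisions mix the stages, this speaks only against the absence of any difference between stages, and not for the single probes called. The other division for J (2368 probes) happened to place the 3 E3 arrays in 1 group and that for F3 (12972 probes) the 3 E1 arrays, so these divisions hold a real stage and none of them follows a slide.

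More probes passed in all 7 stages when slide 1 was left out, while leaving out another slide raised the number in at most 2 stages. A larger spread within stages on slide 1 may account for this. The median residual SD of the probes was 0.337 without slide 1, 0.591 with all arrays and between 0.540 and 0.636 without another slide. After stage means were removed, pairs of slide 1 arrays correlated with a mean r of 0.236 across probes (0.147 to 0.331, 6 pairs), compared with -0.0134 for 143 pairs on different slides. The 22 pairs that shared another slide had a mean r of 0.0382 (-0.133 to 0.290). Over the probes well above background on all 20 arrays, the means were 0.217 for slide 1 pairs (0.0139 to 0.407) and 0.0652 for pairs sharing another slide.

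The 2 male arrays gave different numbers of male probes: 5837 from the first array alone, which lies on slide 1, and 1589 from the second alone, which lies on slide 2, with the normalization and the tested probes kept from all 20 arrays. With both recomputed the numbers were 7475 and 1647. Of the one-direction male probes, 60.7% from the first array moved in the direction in which E1, E3 and F1 arrays on slide 1 are shifted, compared with 38.7% from the second. This does not decide whether the first male array carries the shift of slide 1. Of all probes, 64.1% were shifted down on slide 1, and from the first array 65.2% of the 4291 lower probes and 43.9% of the 1145 higher probes moved with the shift, compared with 39.6% of the 761 lower and 37.4% of the 545 higher probes from the second. A biological difference between the 2 male samples also remains open and was not tested.

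Probes that were higher in E1 than in all stages except F3 (12185 probes) were higher in F3 than in F2, by a median log2 difference of 0.35, in each of the 3 F3 arrays (0.30, 0.31 and 0.42). The median of all probes differed by 0.19 between F3 and F2, so that the difference relative to all probes was 0.16, and 0.17 and 0.14 with the 75th percentile shift and normexp, where the median of all probes was 0.23 and 0.13. Over F1, however, these probes differed by 0.19 and all probes by 0.22, and relative to all probes by -0.03 (0.05 and 0.01 under the other scalings), so F3 does not stand out from F1 in this way. Embryos left in the brood pouch of F3 females, which were at stage E3 at that time, are argued against, since probes higher in E3 (2654 probes) had a median difference of -0.16, or -0.35 relative to all probes (-0.37 and -0.23 under the other scalings). Over F1 they did not rise either, with a median difference of -0.01 and 49.4% of them higher, or -0.23 relative to all probes (-0.26 and -0.14). A share of early embryos in all F3 samples is argued against as well. It would raise the probes most specific to E1 most, but those over 64-fold higher in E1 correspond to a median share of 0.0709% over the F3 arrays, compared with 6.87% from the 10382 probes 2- to 4-fold higher. Transfer of transcripts from the ovary to the eggs, which the paper proposes, remains open, as do other differences between F2 and F3.

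Of the 2532 random probes, 17 exceeded the percentile 95 on all 20 arrays, where chance would leave none, so chance is excluded and unspecific binding at particular probes is a candidate explanation. No biological explanation was tested. Of the 137 random probes above background in every array of a stage, 10 were called in E1 and 11 in the combined females.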
